# Dietary vegetable oils do not alter the intestine transcriptome of gilthead sea bream (*Sparus aurata*), but modulate the transcriptomic response to infection with *Enteromyxum leei*

**DOI:** 10.1186/1471-2164-13-470

**Published:** 2012-09-11

**Authors:** Josep A Calduch-Giner, Ariadna Sitjà-Bobadilla, Grace C Davey, Michael T Cairns, Sadasivam Kaushik, Jaume Pérez-Sánchez

**Keywords:** Teleost, Parasite, Myxozoa, Intestine, Transcriptome, Nutrigenomics

## Abstract

**Background:**

Studies conducted with gilthead sea bream (*Sparus aurata* L.) have determined the maximum dietary replacement of fish meal and oil without compromising growth or product quality. The present study aimed to analyze the effect of the nutritional background on fish health and fish fed plant protein-based diets with fish oil (FO diet) or a blend of vegetable oils (66VO diet) were exposed for 102 days to the intestinal myxosporean parasite *Enteromyxum leei*, and the intestine transcriptome was analyzed with a customized oligo-microarray of 7,500 annotated genes.

**Results:**

Infection prevalence was high and similar in the two diet groups, but the outcome of the disease was more pronounced in fish fed the 66VO diet. No differences were found in the transcriptome of both diet control groups, whereas the number of differentially expressed genes in infected groups was considerable. K-means clustering of these differentially expressed genes identified four expression patterns that reflected the progression of the disease with the magnitude of the fold-change being higher in infected 66VO fish. A positive correlation was found between the time of infection and the magnitude of the transcriptional change within the 66VO group, being higher in early infected animals. Within this diet group, a strong up-regulation of many components of the immune specific response was evidenced, whereas other genes related to complement response and xenobiotic metabolism were down-regulated.

**Conclusions:**

The high replacement of fish oil by vegetable oils in practical fish feeds did not modify the intestine transcriptome of gilthead sea bream, but important changes were apparent when fish were exposed to the myxosporean *E. leei*. The detected changes were mostly a consequence rather than a cause of the different disease progression in the two diet groups. Hence, the developed microarray constitutes an excellent diagnostic tool to address changes associated with the action of intestinal pathogens, but lacks a prognostic value to predict in advance the different susceptibility of growing fish to the current pathogen.

## Background

The increased demand for fish meal and fish oil to meet the requirements of expanding aquaculture and other farming industries has led to the search for alternative raw materials. Attention has been focused on plant ingredients and studies conducted in gilthead sea bream (GSB) (*Sparus aurata* L.) have demonstrated that the combined replacement of fish meal and fish oil (FO) is highly feasible without detrimental effects in growth performance when the theoretical requirements for essential amino acids and fatty acids are met by the diet [1,2]. However, obvious changes in muscle fatty acid (FA) signatures occur with the replacement of FO by vegetable oils (VO) [3-5] and a wash-out period with fish oil-based diets is needed for the restoration of the desired FA profile having a high concentration of n-3 long-chain polyunsaturated FAs [6].

The effect of the nutritional background on fish health and welfare also merits careful consideration and there is much interest for research in this area in the recent years (reviewed in [7]). Indeed, adequate nutrition is essential to maintain health and to reduce disease susceptibility and pathological changes, and dietary lipids, as other nutritional factors, have specific actions on the immune response [8,9]. In GSB, it is noteworthy that the redox balance [10] and the cortisol response after stress confinement [11] were altered by the high replacement of FO by VOs. Even lower VO replacement levels (50-60%) increased the cumulative mortality in GSB challenged with *Vibrio alginolyticus* or increased the intestine expression of TNF-α in *Photobacterium damselae* subsp. *piscicida* injected animals (see [9]). Furthermore, fish fed with a diet rich in VO exhibited a worse disease outcome when challenged with the intestinal parasite *Enteromyxum leei*, consisting in lower biometrical (weight, condition factor, specific growth rate), immunological (haematocrit, complement and lysozyme activity) and antioxidant (hepatic total glutathione) parameters compared to infected fish fed a FO diet [12]. In an effort to understand the possible underlying mechanisms involved in this greater progression of the infection in VO fish, we undertook a series of detailed studies of gut immunology and physiology in fish fed plant- or fish-based diets and challenged with this myxosporean. This intestinal parasite causes severe desquamative enteritis and thus far there are no preventive or curative treatments for this enteromyxosis. However, a few select inflammatory and immune relevant genes have been initially explored [13,14], and more recently the molecular profiling with a cDNA microarray of the host response to the chronic exposure to *E. leei* has highlighted a complex interplay of proteases, protease inhibitors, apoptotic factors as well as cell proliferation and antioxidant defence genes [15]. The same array has also proven to be very useful for assessing the time course of stress response after confinement exposure [16], and herein the transcriptome database which served for the construction of these arrays was further enriched by suppression subtractive hybridization (SSH) libraries with lipid-responsive genes. All sequences were *de novo* assembled and the final annotated sequences were used to construct a customized oligo-array for expression profiling of the GSB intestine using a factorial design (2x2) with diet composition and parasite infection as experimental variables. To pursue this issue, juvenile GSB fed plant protein-based diets with either FO diet or a blend of VOs (66VO diet) as a major dietary lipid source were infected with the intestinal parasite *E. leei* by water effluent and the intestinal transcriptome of the host was analyzed 102 days post-challenge.

## Results

### Microarray profiling

Principal component analysis of microarray results revealed that the first two components accounted for the 89% of total variation (Figure1). 

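Total RNA from the posterior intestine of single fish, taken 102 days post-exposure, was labelled with 1 dye and hybridized to a custom Agilent oligo-array that carries 2 different probes for each of 7500 sequences. The fish had been fed the FO diet, or the 66VO diet with 66% of the fish oil replaced, for 9 months. Fish of the INF_E groups were first diagnosed as infected at 32 or 53 days, and those of the INF_L groups at 88 days or later. The 41 arrays analysed here came from 8 FO-C, 9 66VO-C, 6 FO-INF_E, 6 FO-INF_L, 6 66VO-INF_E and 6 66VO-INF_L fish, 1 array per fish, whereas the paper gives 9 FO-C fish. The authors' scanner software had produced a background-subtracted signal for each probe without scaling between arrays. Here, the log2 of this processed signal was taken relative to the 75th percentile of its own array, and both probes of a sequence were averaged. The correlation of both probes across the arrays had a median of 0.937, but it lay below 0.5 for 1168 sequences. Of the 7500 sequences, 6409 had a signal well above background on at least 6 arrays and were tested. The number of sequences well above background per array ranged from 5349 to 5966 in FO-C (median 5743.5), from 5410 to 5869 in 66VO-C (median 5658), from 5857 to 6011 in FO-INF_E (median 5951.5), from 5756 to 6153 in FO-INF_L (median 5987), from 5404 to 5898 in 66VO-INF_E (median 5561.5) and from 5637 to 5947 in 66VO-INF_L (median 5760.5). The number of arrays limits the precision of the values. The arrays lay on 6 slides scanned on 3 days, and every slide held fish of all 6 groups. On the slides, early infected fish always lay at place 2, late infected fish at place 3, and controls at place 1 or 4. Infection and its timing therefore cannot be separated from the place on the slide. Groups were compared with limma in a single model of the 6 groups, with Benjamini-Hochberg adjustment. The identifiers on the array are not paired with gene names in the files, so sequences are counted or given by their identifier.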

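Principal components were computed from the 6 group means of the 6409 sequences. Component 1 accounted for 83.0% of the variation between these means (jackknife SD over the fish 4.67 percentage points) and component 2 for 7.13% (jackknife SD 3.95), together 90.1%. On component 1, the control means lay at -66.2 (fish fed the FO diet, FO-C) and -61.1 (fish fed the 66VO diet, 66VO-C). The infected FO groups lay at 15.8 (early infected) and 22.5 (late infected), and the infected 66VO groups at 52.1 (early) and 36.9 (late). Entering the 41 arrays one by one gave 39% for component 1, the lowest share among the alternatives, and 15% for component 2, for which the linear scale gave the largest share, 15.6%. With the arrays entered one by one, the position on component 1 was -58.3 ± 6.6 (SD, n = 8) in FO-C, -53.3 ± 4.2 (SD, n = 9) in 66VO-C, 23.5 ± 42.6 (SD, n = 6) in FO-INF_E, 30.4 ± 32.8 (SD, n = 6) in FO-INF_L, 59.1 ± 11.3 (SD, n = 6) in 66VO-INF_E and 44.7 ± 21.1 (SD, n = 6) in 66VO-INF_L. The distance between the early infected FO and 66VO groups was thus smaller than the SD of FO-INF_E but larger than that of 66VO-INF_E. Between the late infected groups it was smaller than the SD of either. Both controls lay apart from the infected means by more than any of these SD. Single infected fish did not all lie apart, with FO-INF_E replicate 2 at -50.3 within the range of the control fish and FO-INF_L replicate 5 at -31.1. Group membership explained 84.2% of component 1 of the arrays and 0.841% of their component 2. Scan day explained 97% of component 2, on which the arrays of scan day 1 lay between -53.4 and -45.1 and those of the other days between 7.2 and 35.1.

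**Figure D1:**
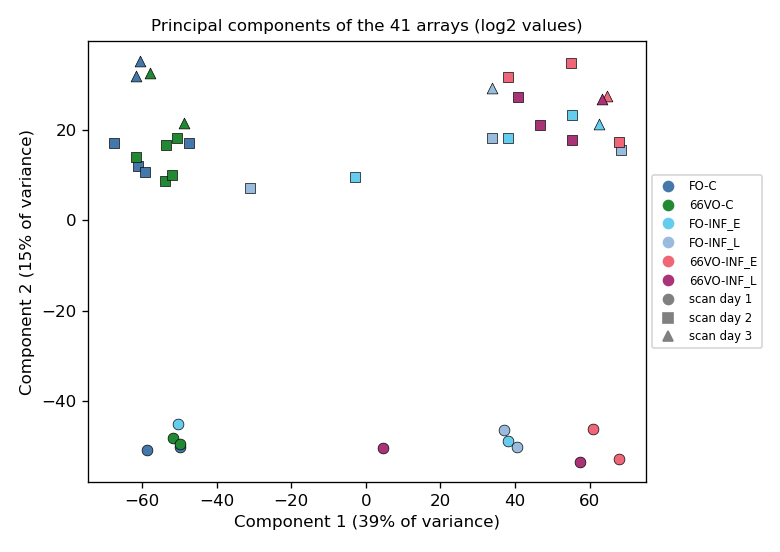
Positions of the 41 arrays on components 1 (39% of the variation) and 2 (15%), in units of log2 signal, with groups as colours and scan days as symbols. The control fish lie between -67.6 and -47.3 on component 1, with FO-INF_E replicate 2 among them at -50.3, and the arrays of scan day 1 lie apart on component 2.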

Much of the variation (83%) was explained by component 1, which primarily separated three main groups according to the progression of infection: i) control fish fed FO (FO-C) and 66VO diets (66VO-C), ii) FO-recipients with early (FO-INF_E_) or late (FO-INF_E_) infection, and iii) 66VO-recipients with early (66VO-INF_E_) or late (66VO-INF_E_) infection. 

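The moderated F test over the 6 groups gave 2357 sequences with an adjusted p under 0.05 (36.8% of those tested), and 2837 at an unadjusted p under 0.05. Background correction by normexp in place of the scanner software's processed signal gave 1538 sequences, and slide as a block gave 3495, of which 2350 were shared. Scan day itself separated 4120 sequences, more than the groups did. For the arrays of each scan day alone, the F test gave 0 sequences on day 1 (1582 at an unadjusted p under 0.05), 1864 on day 2 and 135 on day 3, where each infected group had 1 fish. Between both control groups, limma gave 0 sequences at an adjusted p under 0.05, the smallest adjusted p being 0.28, and 186 (2.9%) at an unadjusted p under 0.05. The count for this comparison was 1 with slide as a block (416 at an unadjusted p under 0.05), 4 after quantile normalization (244) and 17 with arrays weighted by their noise (537). In the methods' one-way analysis of variance, with Tukey's test added here, it was 24. The p of Tukey's test was not adjusted over sequences, so this count has a looser threshold than limma's. Without 66VO-C replicate 1, limma's count was 1.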

More than 2,000 unique sequences were differentially expressed when comparisons were made among all groups (corrected P-value < 0.05, Benjamini-Hochberg), but interestingly only one gene was differentially expressed when comparisons were made between FO-C and 66VO-C groups. Among the differentially expressed genes, 110 were derived from the SSH libraries enriched with lipid-responsive genes.

**Figure 1:**
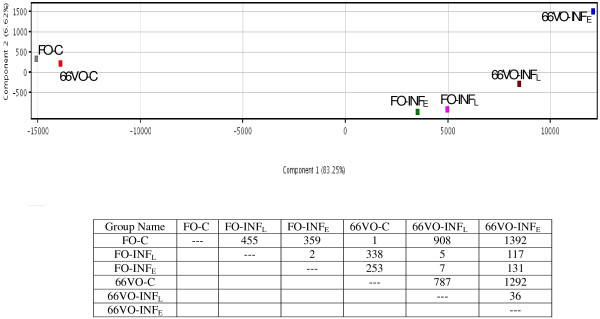
**Principal components analysis of gut transcriptome after nutritional and parasite challenges.** The number of differentially expressed genes among experimental groups was determined by one-way ANOVA (corrected P-value < 0.05, Benjamini-Hochberg).

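Against FO-C, 868 sequences passed an adjusted p of 0.05 in FO-INF_E (402 higher and 466 lower), 1037 in FO-INF_L (527 higher and 510 lower), 2602 in 66VO-INF_E and 1895 in 66VO-INF_L (836 higher and 1059 lower). Quantile normalization turned the split in FO-INF_E to 474 higher and 359 lower. In FO-INF_L it gave 604 higher and 413 lower, whereas slide as a block gave 918 higher and 1146 lower. Against 66VO-C, the counts were 2533 in 66VO-INF_E (1132 higher and 1401 lower) and 1774 in 66VO-INF_L (827 higher and 947 lower), the latter with 960 higher and 935 lower after quantile normalization. On the arrays of scan day 2, higher sequences outnumbered lower ones in each of these 6 comparisons with a control group, so the balance of directions depends on the setting throughout. Normexp lowered the counts against FO-C to 412, 621, 1720 and 1261, and slide as a block raised them to 1819, 2064, 3472 and 2904 against FO-C in the same order of groups. The blocked lists held all of the 868, 1037 and 1895 sequences and 2601 of the 2602. On the arrays of scan day 2 alone, with 3 fish per infected group, the counts against FO-C were 366, 393, 2333 and 1414. They were 0, 0, 934 and 0 on day 1 (759, 1425, 2404 and 1505 at an unadjusted p under 0.05) and 288, 95, 186 and 218 on day 3. On day 3 each infected group had 1 fish, assumed to vary like the control fish, so these counts rest on single fish. Omitting single fish lowered the FO-INF_E count to 467 (without FO-INF_E replicate 5) or 431 (without FO-INF_E replicate 6), and the FO-INF_L count to 609 (without FO-INF_L replicate 3). Between infected groups, limma gave 26 sequences for 66VO-INF_E against FO-INF_E, 22 of them higher and 4 lower, and 1153 at an unadjusted p under 0.05. It gave 0 for 66VO-INF_L against FO-INF_L, 0 for 66VO-INF_E against 66VO-INF_L and 0 for FO-INF_E against FO-INF_L, with 218, 359 and 109 at an unadjusted p under 0.05. For these comparisons between infected groups, the methods' one-way analysis of variance, with Tukey's test added here, gave 297, 17, 67 and 7 sequences, and limma with slide as a block gave 556, 1, 22 and 0. The p of Tukey's test was not adjusted over sequences, unlike that of limma. The count of 26 depended on single fish. It was 559 without FO-INF_E replicate 6, 161 without FO-INF_E replicate 5 and 140 without 66VO-INF_E replicate 1, and 0 without 66VO-INF_E replicate 3 or any 1 of FO-INF_E replicates 1, 2 and 4. Within scan days 1 and 2, this comparison gave 0 and 1 sequences (1588 and 1312 at an unadjusted p under 0.05), and on day 3, with 1 fish against 1, it gave 0 (608).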

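The log2 changes of the 5 other group means relative to FO-C were clustered by k-means with 4 centres and 100 random starts, over the 2357 sequences that differed among the 6 groups. The clusters held 49, 145, 819 and 1344 sequences. The first 3 rose in infected fish and together held 1013 sequences, and the fourth fell. With 5 centres, the falling sequences parted into clusters of 1139 and 215, and with 3 centres the clusters held 70, 933 and 1354. Among the alternatives set before the data were examined, the size of the most strongly falling cluster changed most under normexp background correction, to 145. With 7 and 8 centres, chosen later, it was 86 and 85. The most strongly rising cluster held 140 sequences when only sequences well above background on all 41 arrays entered, which leaves out those not detected in control fish.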

The k-means clustering of differentially expressed genes identified four major expression patterns or clusters (Figure2). The entire sets of genes included in each cluster are listed in an additional file (Additional file 1: Table S1) with fold-change expression values referred to the FO-C group. 

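In the most strongly rising cluster, 32 of the 49 sequences were not well above background on any FO-C array, so that their change has only a lower bound. For these, the mean of the infected group was set against the mean, over the FO-C arrays, of the higher of the sequence's own signal and the lowest signal that was well above background on that array. With such sequences at their bound, the median change against FO-C was at least 67.1-fold in FO-INF_E, 120-fold in FO-INF_L, 201-fold in 66VO-INF_E and 158-fold in 66VO-INF_L. The number of sequences with a change of at least 500-fold was 6, 8, 14 and 11 of 49 in these groups. The 17 sequences detected on FO-C arrays had a median change of 92.1-fold, 132-fold, 304-fold and 186-fold. The identifier gsgi07b06o19r1.1.i.sb.1 had a level, in log2 units relative to the 75th percentile of the array, of 7.10 ± 0.79 (SD, n = 6) in 66VO-INF_E and was above background on 0 of 8 FO-C arrays. By the bound defined above, it was at least 12100-fold higher in 66VO-INF_E (adjusted p = 3.2e-17 in limma). With signals raised to a floor, its log2 change was 13.46, slightly below this bound, which thus depends on the floor. This sequence was also above background on 1 of 9 66VO-C arrays. The identifier gsgi07b06a21r1.1.i.sb.1 had a level of 4.26 ± 2.18 (SD, n = 6) in 66VO-INF_E and was above background on no control array. By the same bound, it was at least 1680-fold higher there than in FO-C (adjusted p = 5.1e-11 in limma). With signals raised to a floor, its log2 change was 10.62, also slightly below the bound. Both sequences were above background on all 24 infected arrays. On the whole array, 79 sequences were well above background on none of the 17 control arrays and on at least 12 of the 24 infected arrays, and 21 of them belonged to the most strongly rising cluster. The mean log2 level of these 79 sequences was -8.44 ± 0.44 (SD, n = 8) in FO-C, -8.22 ± 0.41 (SD, n = 9) in 66VO-C, -4.57 ± 2.36 (SD, n = 6) in FO-INF_E, -3.86 ± 2.07 (SD, n = 6) in FO-INF_L, -3.34 ± 1.50 (SD, n = 6) in 66VO-INF_E and -3.74 ± 1.44 (SD, n = 6) in 66VO-INF_L. The infected groups differed from each other by less than these SD.

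**Figure D2:**
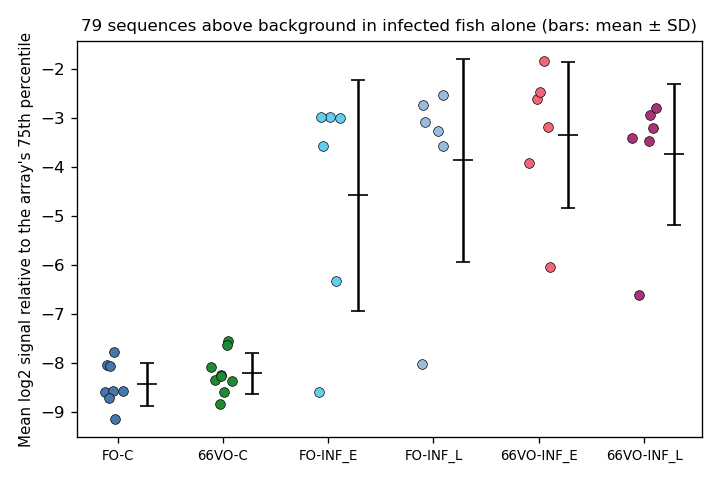
Mean log2 level, relative to the 75th percentile of the array, of the 79 sequences above background in infected fish alone, with 1 point per fish and bars for the mean ± SD of each group. Most infected fish lie above -4, while the lowest FO-INF_E fish, at -8.59, lies among the control fish.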

Cluster 1 was composed of 88 genes that were strongly up-regulated in early and late infected fish (fold-change > 500). Gene Ontology (GO) and Fisher enrichment analyses did not show relevant GO categories for cluster 1 that included, among others, carbonic anhydrase 9, arginase-1 and many proteases and ribosomal proteins. A second group of up-regulated genes (fold-change 2.0-4.0) were grouped in cluster 2 (838 genes) that was significantly enriched (P < 0.05) in GO terms related to “translation”, “RNA processing”, “mitotic cell cycle” and “cell cycle” with a high representation of urea cycle and polyamine biosynthetic pathway genes (ornithine aminotransferase, ornithine carbamoyltranferase, ornithine decarboxylase), immunoglobulins and cytokines, including interleukin-6 (IL6), IL6 receptor and interferon-related proteins.

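The second cluster by rise held 145 sequences, with a mean fitted change against FO-C (± SEM over sequences) of 8.67 ± 0.601-fold in FO-INF_E, 12.3 ± 1.07-fold in FO-INF_L, 20.9 ± 1.85-fold in 66VO-INF_E and 15.1 ± 1.32-fold in 66VO-INF_L. Of its sequences, 62 were not above background on any FO-C array, and with these at their bound the medians were 4.08-fold, 4.43-fold, 7.42-fold and 6.11-fold. The third cluster held 819 sequences, 51 of them not above background on any FO-C array, with mean fitted changes of 1.65 ± 0.0208-fold, 1.79 ± 0.0237-fold, 2.65 ± 0.0457-fold and 2.18 ± 0.0328-fold in the same order. Classed by the fold of their mean log2 change over the 4 infected groups, and without bounds, 301 of the 2357 sequences rose 2-fold to 4-fold. The sequences of a cluster are not independent replicates, so the SEM describe the spread among sequences and not among fish.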

**Figure 2:**
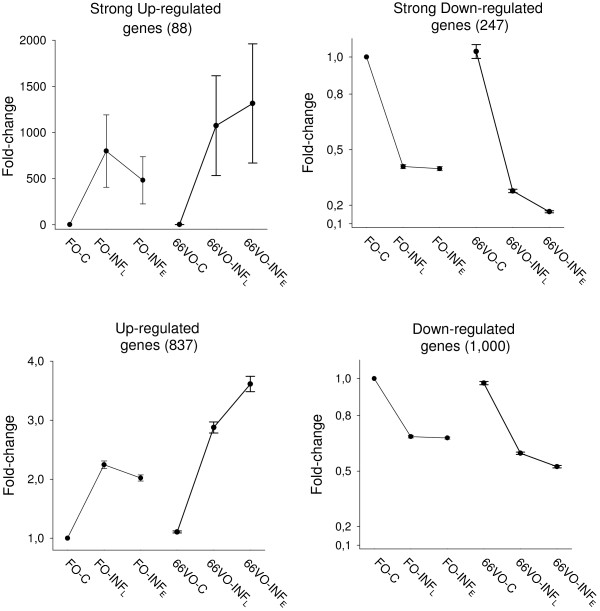
**K-means analysis of differentially expressed genes in the diet groups after parasite challenge.** The FO-C group was used as reference for fold-change calculations. Values are the mean ± SEM. For each cluster group, the number of differentially expressed genes is in parenthesis.

Strongly and moderately down-regulated genes were included in cluster 3 and 4, respectively. 

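Classed by the fold of their mean log2 change over the 4 infected groups, 298 sequences lay between 0.1 and 0.4 of the FO-C level and 21 below 0.1. The most strongly falling of the clusters obtained with 5 centres had a mean change of 0.194-fold. The identifier gsgl04b02d24r1.1.i.sb.1 was well above background on 8 of 8 FO-C arrays and on only 1 of 6 66VO-INF_E arrays, so that its fitted log2 change of -8.30 depends on signals near background (standard error 2.47, adjusted p = 6.8e-03 in limma). Its level differed widely among control fish, at 1.06 ± 4.81 (SD, n = 8) in FO-C and -2.79 ± 6.06 (SD, n = 9) in 66VO-C, and was -7.24 ± 1.76 (SD, n = 6) in 66VO-INF_E. The identifier gsgi08b06d04r1.1.i.sb.1, above background on 5 of 6 66VO-INF_E arrays, fell by 7.67 (standard error 2.26, adjusted p = 6.3e-03 in limma), from 3.45 ± 3.95 (SD, n = 8) in FO-C to -4.22 ± 2.41 (SD, n = 6) in 66VO-INF_E. Its level in 66VO-C, -0.10 ± 5.32 (SD, n = 9), varied as widely. With signals raised to a floor, the log2 changes were -7.44 and -7.57, so that their order depends on the floor. Both were chosen for their fitted falls among the 376 sequences past the threshold whose 6 66VO-INF_E fish all lay outside the range of FO-C.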

Cluster 3 contained 247 genes (fold-change 0.1-0.4) enriched in the GO categories “oxidation-reduction” and “cellular lipid metabolic process” (P < 0.05). In particular, P450 detoxifying enzymes, phospholipase A2, intestinal fatty acid binding protein (FABP2), uncoupling protein 1 (UCP1) and many complement related factors, such as complement C1q tumor necrosis factor-related protein 3, complement factor H, complement factor C2, lectin and fucolectin-1. Cluster 4 was the most abundant group with 1,000 differentially expressed genes that exhibited a moderate down-regulation (fold-change 0.5-0.7) in response to infection. This cluster was significantly enriched (P < 0.05) in genes with the GO categories “signal transduction”, “positive regulation of cellular process”, “cell differentiation” and “regulation of RNA metabolic process”, and included among others several growth factors such as insulin-like growth factor II (IGF-II), growth hormone receptors type I (GHR-I) and II (GHR-II) and IGF binding-protein 4 (IGFBP4).

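The single falling cluster obtained with 4 centres contained strongly and moderately falling sequences together, and its mean change against FO-C (± SEM over sequences) was 0.585 ± 0.0049-fold in FO-INF_E, 0.593 ± 0.00517-fold in FO-INF_L, 0.447 ± 0.00622-fold in 66VO-INF_E and 0.519 ± 0.0058-fold in 66VO-INF_L. The corresponding value in 66VO-C was 0.98 ± 0.00614-fold. By their mean log2 change over the infected groups, 818 sequences lay between 0.4 and 0.7 of the FO-C level and 222 between 0.7 and 1.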

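An infection score was computed for each fish over the 3322 sequences that differed between all infected and all control fish. It is the mean log2 change from the FO-C mean, with the sign of falling sequences turned, so that a fish with a larger response has a higher score. The score was 0 ± 0.122 (SD, n = 8) in FO-C and 0.0677 ± 0.0874 (SD, n = 9) in 66VO-C. It was 0.914 ± 0.476 (SD, n = 6) in FO-INF_E, 0.975 ± 0.368 (SD, n = 6) in FO-INF_L, 1.43 ± 0.159 (SD, n = 6) in 66VO-INF_E and 1.19 ± 0.243 (SD, n = 6) in 66VO-INF_L. The 12 infected 66VO fish had a mean of 1.31 ± 0.231 (SD) and the 12 infected FO fish a mean of 0.944 ± 0.407 (SD). The difference of 0.365 had a two-sided permutation p of 0.0116, which became 0.0698 after Benjamini-Hochberg adjustment over the 6 comparisons of the score. Without the filter on dim sequences, this difference was 0.25 (permutation p = 0.0555). With diets permuted within slides, the p was 0.0141, and the 66VO fish had the higher mean on 6 of 6 slides. On every slide the infected 66VO fish lay on side 2 and the infected FO fish on side 1. A comparison within slides therefore cannot separate diet from side. The difference was 0.491 on scan day 1, 0.343 on scan day 2 and 0.18 on scan day 3, where each infected group had 1 fish. Among early infected fish, 66VO exceeded FO by 0.512 (exact permutation p = 0.026, adjusted 0.0779), on 4 of 6 slides (exact sign-flip p = 0.125). Among late infected fish it exceeded FO by 0.219 (exact permutation p = 0.26, adjusted 0.312), also on 4 of 6 slides (exact sign-flip p = 0.25). This late difference was 0.0944 without FO-INF_L replicate 5, so that much of it rested on 1 fish. The difference between the control groups had an exact permutation p of 0.203 (adjusted 0.304). The early comparison had an exact permutation p of 0.0584 without 66VO-INF_E replicate 2 and 0.0519 without 66VO-INF_E replicate 3.

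**Figure D3:**
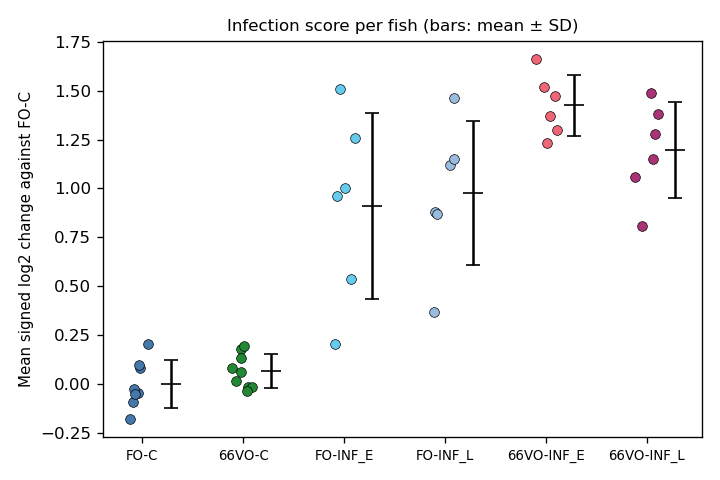
Infection score per fish, in log2 units, with 1 point per fish and bars for the mean ± SD of each group. The 66VO-INF_E fish lie between 1.23 and 1.66, and the FO-INF_E fish spread from 0.206 to 1.51.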

As a general rule, the k-means cluster analysis also showed that the magnitude of change for differentially expressed genes was highest in *E. leei*-challenged fish in the 66VO group, which also exhibited a higher and faster disease progression (for details see [12]). In addition, within the 66VO group, the magnitude of transcriptional change was more pronounced in early infected fish (66VO-INF_E_) than in those infected later (66VO-INF_E_). This was particularly evident when differentially expressed genes (clusters 2, 3 and 4) in early infected fish (66VO-INF_E,_ X-axis) were plotted against the gene expression profile of late infected fish (66VO-INF_L,_ Y-axis), evidencing a very good linear correlation (r = 0.95) (Figure3). However, the detailed analysis of the correlation showed that some genes deviate from the predictions (shaded areas in Figure3). This was the case for genes related to the production of immunoglobulins, which were more over-expressed than envisaged in early-infected 66VO fish, whereas those related with the complement pathway (lectin, fucolectin-1, complement C1q tumor necrosis factor-related protein 3) and the metabolism of xenobiotics (cytochrome P450 1A1, cytochrome P450 2J6) were more under-expressed than expected. This means that some genes are particularly up- or down-regulated after prolonged time of infection.

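The infection score of 66VO-INF_E fish exceeded that of 66VO-INF_L fish by 0.233, a difference smaller than the SD of the late infected fish (exact permutation p = 0.0801, adjusted 0.16). The early infected fish had the higher score on 5 of 6 slides (exact sign-flip p = 0.0625). The difference was 0.421 on scan day 1, 0.187 on scan day 2 and -0.00847 on scan day 3, with 1 fish against 1. It passed an unadjusted p of 0.05 when computed over sequences well above background on all 41 arrays (0.219, exact permutation p = 0.0476), after quantile normalization (0.236, exact permutation p = 0.039) and without 66VO-INF_L replicate 2 (0.291, exact permutation p = 0.026). Without a filter on dim sequences it was 0.171 (exact permutation p = 0.208), and without 66VO-INF_L replicate 1 it was 0.149. The median absolute log2 change of the 2357 sequences was 1.24 in 66VO-INF_E and 0.974 in 66VO-INF_L, and 1901 of them (80.7%) changed more in the early infected group. In the FO groups, the early minus late difference of the score was -0.0603 (exact permutation p = 0.816). Its sign differed between scan days (-0.529, 0.0174 and 0.643 on days 1 to 3), and it was 0.0884 without FO-INF_E replicate 2. In these groups, the median absolute log2 changes were 0.721 and 0.769, and 904 of 2357 sequences (38.4%) changed more in the early infected group. Whether the early minus late difference itself differed between diets was not tested.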

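Over the 2308 sequences outside the most strongly rising cluster, the log2 changes of 66VO-INF_E and 66VO-INF_L relative to FO-C had a Pearson r of 0.967 (jackknife SD over the fish 0.0212). This correlation is across sequences, which are not independent replicates. Both axes also share the FO-C arrays, and in 200 simulations of unchanged groups against these arrays r had a median of 0.244 and a maximum of 0.329. The simulations took FO-C relative to the mean of both control groups, which makes the shared error too small. They therefore understate the r that the shared arrays alone would give. With FO-C as the reference of the early group and 66VO-C as that of the late group, so that no control was shared, r was 0.953. The least-squares slope of the late on the early changes was 0.798 (jackknife SD 0.0884), and it ranged from 0.763 to 0.862 with each fish left out in turn. Of the 2308 sequences, 2265 changed in the same direction in both groups and 1852 (80.2%) changed more in early infected fish. For the FO groups, the same computation gave an r of 0.953 and a slope of 1.03.

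**Figure D4:**
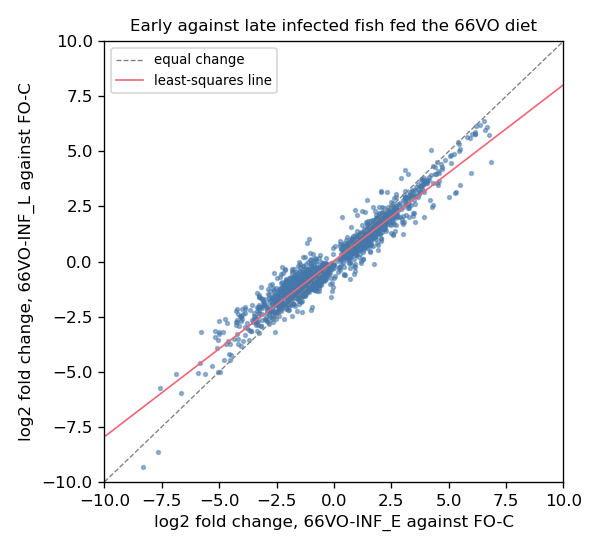
Log2 change against FO-C in early (x axis) and late (y axis) infected fish fed the 66VO diet, with 1 point for each of the 2308 sequences. The least-squares line, with a slope of 0.798, runs flatter than the dashed line of equal change.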

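The residuals from the least-squares line had an SD of 0.396 on the log2 scale. A residual beyond 1 was found for 76 sequences, 48 of which lay above the line and 28 below it. Of these 76 sequences, 48 had an unadjusted p under 0.05 in limma's comparison of 66VO-INF_E with 66VO-INF_L, and the smallest adjusted p among them was 0.14. When slide was taken as a block, 17 of the 76 passed an adjusted p of 0.05, and all 22 sequences that passed it on the array changed more in the early infected fish, 4 of them being higher and 18 lower than in late infected fish. The deviating sequences could not be assigned to immunoglobulins, complement or xenobiotic metabolism, since the files do not name the genes.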

**Figure 3:**
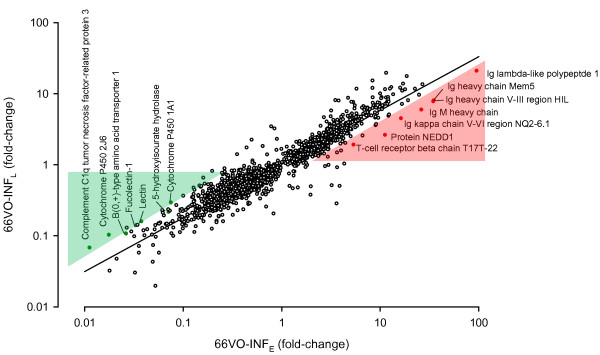
**Correlation of the gene expression pattern for differentially expressed genes of clusters 2, 3 and 4 in early (66VO-INF**_**E**_**, X-axis) and late infected fish (66VO-INF**_**L**_**, Y-axis) fed the 66VO diet.** The FO-C group was used as reference for fold-change calculations. Shaded areas mark genes that are particularly up- (red) or down-regulated (green) after prolonged time of infection.

### Functional annotation

Given that the major disease outcome was observed in 66VO-INF_E_ fish, pathway analysis by means of IPA software focused on this group (Figure4). 

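Of the sequences that differed between 66VO-INF_E and FO-C, 1482 (57.0%) were lower and 1120 higher in the infected fish, and with slide as a block 1988 (57.3%) were lower and 1484 higher. The median log2 change of all tested sequences in this comparison was -0.187, and it was -0.222 in FO-INF_E, -0.228 in FO-INF_L and -0.207 in 66VO-INF_L. The scaling therefore affects the balance of directions. After quantile normalization, which brought the median to -0.109, there were 1383 lower and 1290 higher sequences. The balance also differed between scan days, with 560 lower and 374 higher sequences on day 1, 1129 lower and 1204 higher on day 2, and 34 lower and 152 higher on day 3, where 66VO-INF_E had 1 fish. A change of at least 2-fold was found for 773 lower and 688 higher sequences of the 2357 that differed among the 6 groups.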

For the top ten biological functions, more than 65% were represented by down-regulated genes (green bars), which was the case for protein synthesis, protein degradation, small molecule biochemistry, lipid metabolism, cancer and carbohydrate metabolism. By contrast, other biological functions, including amino acid metabolism, RNA post-transcriptional modification, infection mechanism and infectious disease were mostly equally or slightly over-represented in the group of up-regulated genes (red bars).

**Figure 4:**
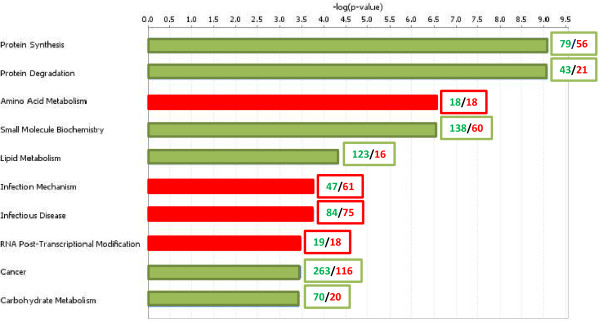
**Over-represented biological functions in differentially expressed genes in early infected fish fed the 66VO diet (66VO-INF**_**E**_**) as determined by IPA (Fisher’s Exact test, P < 0.05).** For each biological function, column colours represent predominance of down-regulated genes (green) or a balanced distribution between up- and down-regulated genes (red). The numbers of down-regulated (green) and up-regulated (red) genes are represented in boxes.

### Real time qPCR validation

Microarray results were validated for a large number of differentially expressed genes in fish from each diet group (Figure5). There was a strong linear correlation between microarray and qPCR results, though genes with the highest level of expression (e.g., arginase-1 and immunoglobulin lambda-like polypeptide 1) were slightly over-estimated in the microarray in comparison to the results of qPCR.

**Figure 5:**
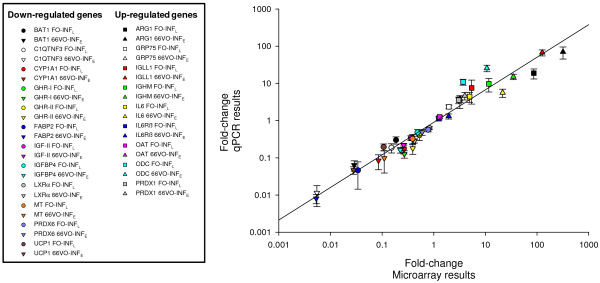
**Real-time qPCR validation of microarray results.** Correlation plot of fold-change values for the selected genes analyzed by microarray (X-axis) and qPCR methodologies (Y-axis) in infected fish fed FO and 66VO diets. The FO-C group was used as reference for fold-change calculations. To simplify the graph representation mean deviations (mean ± SEM) are only represented for qPCR data.

## Discussion

To date, a considerable number of studies have been conducted in fish to identify target genes of relevance for the improvement of production traits of farmed fish species (reviewed in [17-19]). The liver, due to its major role in metabolism, has been the main studied tissue in fish genome-wide analyses with special attention to stress response [16,20,21], ecotoxicology [22-24] or nutrigenomics [25-28]. Transcriptome responses involving the fish immune system after bacterial or viral experimental challenges have also been assessed in liver, although the main studied tissue for this purpose is the head kidney because of its central hematopoietic role, equivalent to that of mammalian bone marrow [29-31]. The fish intestine, besides its importance for the absorption of nutrients and osmoregulation, also acts as an immune tissue and constitutes a barrier and first line of defence against certain pathogens and environmental challenges [32,33], so the gene expression profile of the intestine in nutritional and/or pathogenic trials should be specially considered. However, very few transcriptome-wide studies have paid attention to the response of fish gut, being focused these approaches on salinity adaptation in European eel (*Anguilla anguilla*) [34], and phosphorus deficiencies and dietary immunostimulants in rainbow trout (*Oncorhynchus mykiss*) [35,36] or replacement of fish meal and FO in diets for Atlantic halibut (*Hippoglossus hippoglossus*), Atlantic salmon (*Salmo salar*), and Atlantic cod (*Gadus morhua*) [37-39].

In GSB, the host response to chronic exposure to *E. leei* was previously analyzed in both intestine and head kidney by transcriptome profiling of few candidate genes [14], and more recently [15] by means of a cDNA microarray that was previously proven successful to assess the response of the liver of fish undergoing confinement exposure [16]. The oligo-microarray designed and used in the current work was developed from these previous annotated nucleotide sequences updated with lipid-responsive genes by means of a SSH approach in order to have a wide range of genes potentially regulated by nutritional deficiencies in essential fatty acids. In this scenario, it must be noted that this is the first attempt to analyze the combined effect of diet and parasite infection on the fish intestinal transcriptome. 

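All infected against all control fish differed in 3322 of the 6409 sequences at an adjusted p under 0.05 in limma, with 1218 higher and 2104 lower in infected fish. The split was 1404 higher and 1829 lower after quantile normalization, 958 and 1206 under normexp, and 514 and 585 with a 2-fold minimum. On scan day 3, with 1 fish per infected group, higher sequences outnumbered lower ones. The balance of directions thus depends on the setting. With slide as a block, 4033 sequences differed, among them 3310 of the 3322. The median absolute log2 difference over all tested sequences was 0.146 between the control groups, below the median standard error of 0.293 for that comparison, and 95% of the sequences differed by less than 0.676. Relative to FO-C, the corresponding median was 0.423 in FO-INF_E, 0.453 in FO-INF_L, 0.623 in 66VO-INF_E and 0.527 in 66VO-INF_L, with a median standard error of 0.326. Over the 2357 sequences that differed among the 6 groups, the median absolute log2 change in 66VO-C was 0.156.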

The detected massive transcriptome changes can be mainly attributed to the progression of the infection, but not to the dietary treatment, since no differences between diet groups were found in the intestine transcriptome of control animals (not exposed to the parasite) as revealed by the one-way ANOVA and principal components analysis. Furthermore, both control diet groups showed similar growth performance with no evidences of hepatic and intestinal histopathology, probably due to the adequate supplementation of diets with soy-lecithin as an extra-source of dietary phospholipids [2,3]. By contrast, in Atlantic salmon and Atlantic cod, the adverse effects of dietary soybean meal leading to intestinal disorders (inflammation and lipid accumulation) were also accompanied by changes in the intestine transcriptome [38,39].

In our experimental model, intestine transcriptomic differences between diets only became evident when animals were infected with the parasite, as the number of differentially expressed genes and the degree of fold-change variations were much higher in animals fed the 66VO diet than in those fed the FO diet, which paralleled the increased symptoms of enteromyxosis (lower growth, condition factor and haematocrit in combination with higher anorexia, and intensity and extension of the infection) in parasitized fish of this diet group [12]. Furthermore, the gene expression profile determined by k-means clustering also emphasizes the importance of the progression of the infection, with a stronger effect in terms of fold-change variation in infected animals fed the 66VO diet, and even more in early infected fish. This reinforces the idea that the microarray used in the present study constitutes an excellent diagnostic tool to address changes associated with the action of the pathogen.

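Among the 2357 sequences, 2136 (90.6%) changed more in 66VO-INF_E than in FO-INF_E and 1892 (80.3%) more in 66VO-INF_L than in FO-INF_L, both relative to FO-C. Whether the effect of infection depended on the diet was tested as an interaction in limma, with each infected group set against the control of its own diet. This interaction gave 0 sequences at an adjusted p under 0.05 for early infected fish (smallest adjusted p 0.11) and 0 for late infected fish, with 585 and 140 sequences at an unadjusted p under 0.05. With slide as a block, it gave 22 sequences for early infected fish, 17 with a larger and 5 with a smaller value of infected minus control in 66VO, and 0 for late infected fish. For early infected fish, the unblocked count was 1 without FO-INF_E replicate 4 and 80 without FO-INF_E replicate 6. For the infection score, the effect of infection was 0.298 larger in 66VO than in FO over all infected fish (permutation p = 0.0641), 0.444 larger over early infected fish (permutation p = 0.0781) and 0.151 larger over late infected fish (permutation p = 0.464). Adjusted over the 3 tests of the score, these values became 0.117, 0.117 and 0.464. From a far larger number of differentially expressed genes and larger fold-changes in infected fish on the 66VO diet than in infected fish on the FO diet, the paper concludes that diet differences in the intestine transcriptome came to light only with infection.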

When analyzing the biological functions of the genes differentially expressed upon infection, it was evident that the infection produced a detrimental effect on many pathways related to growth and normal metabolism, as genes related to protein synthesis, protein degradation, small molecule biochemistry, lipid metabolism, cancer and carbohydrate metabolism were down-regulated. By contrast, other biological functions, related to infection mechanism, infectious disease and immune response were over-represented by up-regulated genes. It is difficult to compare the current results with those obtained in other fish-pathogen models, since the host-pathogen interactions are different and the times post-infection at which the samples are analyzed differ. However, in most cases up-regulation of different immune genes occurred and the down-regulation of many other genes was also evident, as already shown [31].

In order to define the response to the parasite, special attention was paid to differentially expressed genes (up- and down-regulated genes) of biological processes statistically enriched in the infected groups, and the reliability of the results was validated by qPCR of selected key genes representative of the four clusters. The enzyme arginase-1 was representative of the strongly up-regulated genes of cluster 1 in infected fish. Enhanced expression of this gene was also detected in the head kidney of Atlantic salmon and common carp (*Cyprinus carpio*) challenged with the bacterium *Aeromonas salmonicida* and the protozoan parasite *Trypanosoma carasii*, respectively [30,40]. The so-called “alternatively” activated macrophages play important roles in the clearance of pathogens (as reviewed in [41]), and their enhanced arginase activity allows them to produce ornithine, a precursor of hydroxyproline and polyamines. A first enzyme step is that of ornithine decarboxylase (ODC), though ornithine can also be produced from glutamate via ornithine aminotransferase (OAT). Interestingly, in our experimental model both ODC and OAT were up-regulated and belong to cluster 2, which confirms and extend the idea of an enhanced production of polyamines in the fish challenged with *E. leei*.

Polyamines have a significant effect on the growth of the gastrointestinal mucosa of a variety of organisms including fish [42], and the *in vitro* immunostimulatory action of putrescine has been observed in head kidney leukocytes of GSB [43]. Therefore, the increased expression of these genes involved in cell proliferation in infected GSB should be interpreted as an evidence of the regenerative action of the intestinal tissue as a response to the damage induced by the parasite invasion. L-arginine is also the substrate for the synthesis of nitric oxide (NO) by the catalytic action of NO synthases. Thus, if L-arginine is mainly used by arginase-1 in ornithine synthesis, the production of NO should be expected to be reduced, and this is exactly what occurred in the serum NO levels of infected fish [12]. NO is an important molecule in regulating immune functions and also has a direct antimicrobial effect [44]. However, NO has double-edge sword effects [45], since an elevated production of NO for long periods of time not only can have the desirable protective action against the pathogen, but also can lead to a higher concentration of NO available to react with O_2_, increasing the production of reactive nitrogen species (RNS) and generating indirect toxic effects on the host. Since reactive oxygen species (ROS) were enhanced in infected fish (increased respiratory burst of circulating leukocytes) [12], it is a reasonable conservative strategy to reduce RNS to avoid detrimental effects to the host.

In cluster 2, several molecular chaperones (mitochondrial 10 kDa and 60 kDa heat shock proteins, glucose-regulated protein 75, heat shock 70 kDa protein 4, mitochondrial chaperone BCS1, proteasome assembly chaperone 3) were up-regulated in the infected fish. The role of these life essential proteins is to stabilize unfolded proteins, often coupling ATP binding/hydrolysis to the folding process. Thus, their expression is often increased by cellular stress, as occurs with heat shock proteins of the HSP70 family, which are highly inducible under stress conditions in higher vertebrates [46] and also in fish [47]. Glucose-regulated protein 75, also named mortalin or mitochondrial HSP70, is one of the molecular chaperones representative of this cluster and their enhanced expression was coincident with the up-regulation of several mitochondrial ATP synthases, included in the same cluster. This finding is consistent with previous results analyzing the gene expression pattern of some target growth, redox and immune-relevant genes in the intestine of GSB [14]. The up-regulated expression of mortalin at the mRNA and protein level has also been observed in the liver tissue of GSB during both acute and chronic confinement stress [48], which emphasizes the relevance of this mitochondrial protein encoded by nuclear DNA as a stress biomarker in this fish species. Interestingly, no changes in mortalin expression were observed in the gills of Atlantic salmon infected with the protozoan *Neoparamoeba perurans*, the causative agent of amoebic gill disease, but resistant animals exposed but not infected with the parasite showed a significant up-regulation of mortalin expression [49], which evidences a complex and perhaps species-specific protective role of this protein in front of different stressors. Cluster 2 also comprised several immune-related genes, and the expression pattern of some of them, including IL6, IL6 receptor and peroxiredoxin 1 (also named natural killer enhancing factor-A), was validated by qPCR. Their up-regulation probably reflects the activation of innate immune response at the local site of infection. Similarly, in other fish-parasite models, up-regulation of different immune genes, mainly chemokines, cytokines, lectins and enzymes of eicosanoid metabolism, have been reported at the local site of infection (gills, skin, cartilage) [50-55].

Cluster 3 grouped genes severely down-regulated by infection. Among them, genes involved in xenobiotic metabolism and detoxification pathways were represented by cytochromes P450 and metallothionein. Since an increasing body of evidence points to the importance of intestine as a xenobiotic-metabolizing tissue [56], this decreased gene expression should be viewed as a counter-regulatory response that maintains the redox balance between the mechanisms bringing about the pathogen elimination and those governing the growth and repair of damaged tissues in a scenario where ROS production is potentiated in response to the parasite [12]. Another group of genes related to lipid metabolism (FABP2, liver X receptor alpha, phospholipase A2) and other established markers of metabolic activity in GSB, such as UCP1 and peroxiredoxin 6 [57,58], were also down-regulated in cluster 3. Their reduced expression with infection is also suggestive of the loss of intestinal functions. This was further corroborated by pathway analysis of the differentially expressed genes during infection and by the down-regulation in cluster 4 of components of the somatotropic axis (GHR-I, GHR-II, IGF-II, IGFBP4) of importance in intestinal growth and repair [59], that can be considered a prelude to the severe cachectic episodes typically associated with more advanced stages of *E. leei* infection.

Some genes stand out of the general trend of higher regulation (either up or down) with longer infection time, as shown in Figure3. This was the case for immunoglobulins, whose production was more up-regulated than expected in early-infected fish. This is consistent with the fact that the specific immune response takes more time to appear in fish than in higher vertebrates [60] and this time is particularly extended in this fish-parasite model. In fact, it has been shown that time of exposure to *E. leei* is the most determinant factor for the intestine expression of immunoglobulin M, the major component of fish specific humoral response, and this response is also magnified in 66VO fish [61]. In any case, we cannot discard the possible action of another Ig isotype, IgT/IgZ, which seems to act exclusively in mucosal areas, and has been described in very few fish species, with outstanding results in another myxosporean infection [62], but not yet found in GSB nor present in the current microarray. On the other hand, some genes related to complement pathways were strongly down-regulated, which agrees with the previously observed down-regulation in *E. leei*-exposed GSB, although timing of infection was not considered [15]. These observations reflect the exhaustion of the alternative complement pathway also reported in other *Enteromyxum* spp. chronic infections [13,63,64].

Taking together all these results, it appears that the changes detected in the intestine transcriptome are mostly a consequence rather than a cause of the different disease progression, so the differentially expressed genes can function as diagnostic markers of disease progression but lack a prognostic value to predict in advance the susceptibility of diet groups to an infective scenario. 

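The size of difference that 9 66VO-C and 8 FO-C arrays could detect was examined on simulated arrays with the measured spread of each of the 6409 sequences, in 20 runs with 200 changed sequences each. This spread was taken without slide as a block and so includes the differences between slides and scan days. At an adjusted p under 0.05, limma recovered 8.8% of sequences changed by 0.5 on the log2 scale, 45.6% of those changed by 1, 76.8% of those changed by 1.5 and 87.2% of those changed by 2. Of the sequences called, 4.96% were unchanged ones. Recovery with slide as a block was not simulated.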

Although we did not find any transcriptomic differences in the intestine of the control groups through this microarray approach, other possibilities rather than a lack of effect of a differential diet on the intestinal gene expression profile must be considered to explain this result: (i) technical limitation of our microarray to detect significant differences in the expression of some genes, (ii) absence of genes with potential prognostic value in our nucleotide database or the resulting microarrays, or (iii) differences between groups could be due to non-transcriptional mediated processes. Further work is under way in order to achieve a more complete picture of the transcriptome of GSB. For instance, next-generation sequencing techniques (454 pyrosequencing) have been applied to normalized libraries from several GSB tissues including intestine, yielding millions of new nucleotide reads that will update and enrich in thousands of genes our GSB nucleotide database. Thus, the potential for the detection of changes in the expression of new genes will be greatly increased in future studies.

Finally, in this and other related works where the fish transcriptome response to an infective pathogen is observed, the transcriptome response is focused exclusively on the host [65-67], but the direct effects of diet composition and nutrients on parasite physiology and survival should also be considered, as it has been in the case of the direct effect of FAs as antimalarial agents where a direct effect on the FA biosynthetic machinery of the parasite *Plasmodium falciparum* has been shown [68]. It must be noted that most oils of vegetable origin are less susceptible to oxidative degradation than fish oils due to their lower content of very-long-chain *n*-3 polyunsaturated fatty acids [69], so parasite fatty acid uptake when feeding with FO diet could make it more sensitive to oxidative stress and consequently to the immune host response.

## Conclusions

Plant oils in plant protein-based diets did not modify the intestine transcriptome of GSB, although there were significant effects when these fish were exposed to a parasite challenge with the myxosporean *E. leei*. The detected changes are mostly a consequence rather than a cause of the different disease progression in the two diet groups. The microarray approach as used here constitutes an excellent diagnostic tool to address changes associated with the action of intestinal pathogens, but lacks a prognostic value to predict in advance the susceptibility of different diet groups to this pathogen. Further studies are needed to explore the mechanisms involved in the altered susceptibility of GSB against the parasite *E. leei* when fed different diets, without excluding direct effects of fish feeds on parasite metabolism.

## Methods

### Experimental design

Details of the experimental design and sampling procedure have been provided previously [12]. Briefly, naïve juvenile fish were checked for the absence of the parasite and divided in two experimental groups fed over 9 months two different diets Additional file ( 2: Table S2) with either fish oil (FO diet) or a blend of vegetable oils (66VO diet, 66% fish oil replacement) as the major source of dietary lipids. After this period, fish from both diet groups were exposed to *E. leei*-water effluent (recipient group, R, n = 30) or kept unexposed (control group, C, n = 30). All fish were individually tagged with passive integrated transponders and non-lethally sampled at three consecutive times (32, 53, 88 days) for parasite diagnosis. In a final lethal sampling at 102 days post exposure (p.e.), fish were euthanized for tissue sampling and posterior intestine was rapidly excised, frozen in liquid nitrogen and stored at -80°C. All procedures were carried out according to national (CSIC, Institute of Aquaculture Torre de la Sal Review Board) and current EU legislation on the handling of experimental animals.

### Parasite diagnosis

Parasite diagnosis was performed by PCR from non-lethal samples obtained at different times (32, 53, 88 days) post-challenge by probing the rectum with a cotton swab as described in [70]. At the final lethal sampling (102 days), parasite diagnosis was performed in intestine samples by observation of histological sections following standard procedures (haematoxylin and eosin staining on paraffin-embedded sections). More details in [12].

As fish are infected by water effluent, the kinetics of the infection may differ in each individual. Thus, fish tagging and non-lethal diagnosis allowed the individualized monitoring of infection along the experimental period and the classification of R fish according to their first infection-timing in two categories: early infected (FO-INF_E_ and 66VO-INF_E_ groups), being infected at 32 or 53 days p.e., and late infected (FO-INF_E_ and 66VO-INF_E_ groups), being infected at 88 days p.e. or later. Early infected fish had higher intensity of infection and extension of the infection than late infected ones. Fish non-exposed to the parasite (FO-C and 66VO-C groups) remained uninfected throughout the experiment.

### Construction of SSH libraries

Total RNA was extracted using a Qiazol and RNeasy Maxi combination protocol (Qiagen) from liver and adipose tissue of fish fed FO and VO with signs of essential FA deficiencies (total fish oil replacement) [1]. Transcripts of mRNA were purified from total RNA using an Illustra Quickprep Micro mRNA purification kit (GE Healthcare). The mRNA populations were quantified by spectrophotometric measurements at 260 nm and analyzed for quality by the Agilent 2100 bioanalyzer (Agilent). Construction of SSH libraries was performed by means of the BD PCR Select cDNA Subtraction Kit (BD Biosciences Clontech). Briefly, two μg of mRNA were used to generate tester and driver cDNA. Then, both cDNAs were digested with *Rsa* I, tester cDNA was ligated to adaptor, and tester and driver cDNA were hybridized and PCR amplified. Aliquots (1.5 μl) of secondary PCR products from subtracted cDNA populations were ligated to the pCR2.1 vector using the TA Cloning Kit (Invitrogen). Aliquots of ligation reactions were transformed into competent Top10 *E. coli* cells. Sequencing of SSH libraries (5,760 clones) was carried out at the Max Planck Institute of Molecular Genetics (Berlin, Germany), using ABI 3730XL (Applied Biosystems) and MegaBACE 4500 (GE Healthcare) capillary sequencer systems. All sequencing reactions were carried out with ABI BigDye Terminator version 3.1.

### Sequence assembly and annotation

The cDNA sequences from SSH libraries were edited to remove vector and adaptor sequences, cleaned and filtered before clustering and annotation by the SIGENAE platform (INRA Toulouse, France). Cleaning involved masking of poor quality bases and low complexity sequences such as polyA tails. Filtering removed contaminating sequences (bacteria, yeast) and only high quality sequences of more than 100 bases in length were retained and deposited in the NCBI GenBank database [accession numbers GW820255-GW824593]. After combination with public and private GSB nucleotide sequences, a total number of 42,411 sequences were assembled in 20,218 contigs and singletons that were hosted in an exclusive GSB nucleotide database http://www.sigenae.org/iats. The SSH sequences from the present study amounted to 1,242 unique sequences (463 of which were new GSB sequences) and BLASTX similarity searches with a cut-off E-value of 1e-5 automatically annotated 7,587 sequences. GO analysis of all annotated sequences was made by means of the Blast2GO software [71], and GO terms like “response to stress”, “lipid metabolic process” and “immune system process” were amongst the most prevalent GO categories (Additional file 3: Table S3).

### RNA extraction for microarray analysis

Total RNA was extracted from individual intestine samples with the ABI PRISM™ 6100 Nucleic Acid PrepStation (Applied Biosystems). Samples were homogenized at a concentration of 25 mg/ml with a guanidine-detergent lysis reagent. The reaction mixture was treated with protease K and RNA purification was achieved by passing the tissue lysate (0.4 ml) through a purification tray containing an application-specific membrane. Wash solutions containing DNase were applied and total RNA was eluted into a 96-well plate. The final RNA yield was 10-30 μg and RIN (RNA integrity number) measurements using the Agilent 2100 Bioanalyzer ranged between 8 and 10, which is indicative of clean and intact RNA.

### Microarray construction, hybridization and data analysis

A custom high-density oligo-microarray (8 x 15K) was designed and printed (eArray web tool, Agilent) to analyze the intestine transcriptome of each diet group. The array comprised 2 sets of 60-oligomer probes for 7,500 GSB annotated sequences. Total RNA (200 ng) from individual fish (n = 9 for each control group and n = 6 for each recipient group) were labelled with cyanine 3-CTP, and 1,000 ng of each labelled cRNA were hybridized to microarray slides that were analyzed with an Agilent G2565BA Microarray Scanner according to the manufacturer’s protocol. Data were extracted using the Agilent Feature Extraction Software 9.5.3, and they were deposited in the Gene Expression Omnibus (GEO) database under accession identifier GSE35633. Data analysis, including k-means clustering of differentially expressed genes, was carried out with the GeneSpring GX 11.5.1 software (Agilent). GO and Fisher enrichment analyses of k-means clusters were carried out by means of Blast2GO software. Pathway analysis of differentially expressed sequences was performed using the Ingenuity Pathway Analysis (IPA) software.

### Real-time qPCR validation

Up to 21 genes representative of the four k-means clusters of differentially expressed genes were validated on individual samples (n = 6-9) by real-time qPCR, using an iCycler IQ Real-time Detection System (Bio-Rad). Synthesis of cDNA was performed with the High-Capacity cDNA Archive Kit (Applied Biosystems) using random decamers. For this purpose, 500 ng total RNA were reverse transcribed in a final volume of 100 μl. RT reactions were incubated 10 min at 25°C and 2h at 37°C. Negative control reactions were incubated in the absence of reverse transcriptase. Diluted RT reactions were conveniently used for PCR reactions in 25 μl volume. Each PCR-well contained a SYBR Green Master Mix (Bio-Rad) and specific primers (Table1) were used at a final concentration of 0.9 μM. DNA Polymerase was activated and cDNA denatured by preincubation for 3 min at 95°C; the template was amplified for 40 cycles of denaturation for 15 s at 95°C, and annealing/extension at 60°C for 60 s. β-Actin was used as the housekeeping gene and the efficiency of PCR reactions for target and reference genes varied between 90% and 98%. The dynamic range of standard curves (serial dilutions of RT-PCR reactions) spanned five orders of magnitude, and the amount of product in a particular sample was determined by interpolation of the cycle threshold (Ct) value. The specificity of reaction was verified by analysis of melting curves and by electrophoresis and sequencing of PCR amplified products. Fluorescence data acquired during the extension phase were ultimately normalized to β-actin by the ΔΔCt method [72]. For each selected gene, fold-change variations were calculated for FO-INF_E_ and 66VO-INF_E_ using expression values of FO-C group as reference. 

**Table 1:** Primer sequences for real-time qPCR validation

**Gene name**	**Symbol**	**Primer sequence**
Arginase-1	ARG1	F CGT CCA GTC CAC AGT CAG CAC
		R TCG GGC AGG CGG TAG TCC
B(0,+)-type amino acid transporter 1	BAT1	F GCC GTG TGT GCT TTG TTG CTG
		R GGT GAA GAT AAG GGC TGG AGA TGG GGT GAA
Complement C1q tumor necrosis factor-related protein 3	C1QTNF3	F ATG CTG TGC TGA GAG AGA TGA G
		R AGT CTT CTG CTT CTC CTG CTC
Cytochrome P450 1A1	CYP1A1	F GCA TCA ACG ACC GCT TCA ACG C
		R CCT ACA ACC TTC TCA TCC GAC ATC TGG GGT GAA
Fatty acid-binding protein, intestinal	FABP2	F CGA GCA CAT TCC GCA CCA AAG
		R CCC ACG CAC CCG AGA CTT C
Glucose regulated protein 75	GRP75	F TCC GGT GTG GAT CTG ACC AAA GAC GGT GAA
		R TGT TTA GGC CCA GAA GCA TCC ATG GGT GAA
Growth hormone receptor type I	GHR-I	F ACC TGT CAG CCA CCA CAT GA
		R TCG TGC AGA TCT GGG TCG TA
Growth hormone receptor type II	GHR-II	F GAG TGA ACC CGG CCT GAC AG
		R GCG GTG GTA TCT GAT TCA TGG T
Immunoglobulin lambda-like polypeptide 1	IGLL1	F TGA GTG GTG TGA CGG TGG TG
		R ATG GTG GCT GTC TCT CCT TTG G
Immunoglobulin M heavy chain	IGHM	F ACC TCA GCG TCC TTC AGT GTT TAT GAT GCC GGT GAA
		R CAG CGT CGT CGT CAA CAA GCC AAG C GGT GAA
Insulin-like growth factor-II	IGF-II	F TGG GAT CGT AGA GGA GTG TTG T
		R CTG TAG AGA GGT GGC CGA CA
Insulin-like growth factor-binding protein 4	IGFBP4	F GGC ATC AAA CAC CCG CAC AC
		R ATC CAC GCA CCA GCA CTT CC
Interleukin-6	IL6	F TCT TGA AGG TGG TGC TGG AAG TG
		R AAG GAC AAT CTG CTG GAA GTG AGG
Interleukin-6 receptor subunit beta	IL6Rβ	F AGC ACT GAG TCT CCG TAT GAA GC
		R ACA ACT GAA ACC GCA TCT AAA GGC
Liver X receptor alpha	LXRα	F GCA CTT CGC CTC CAG GAC AAG
		R CAG TCT TCA CAC AGC CAC ATC AGG
Metallothionein	MT	F CTC TAA GAC TGG AAC CTG
		R GGG CAG CAT GAG CAG CAG
Ornithine aminotransferase	OAT	F TGC GGT CTG AGC TGA ACA A
		R CTT CCA GGC GTC GTA GTC T
Ornithine decarboxylase	ODC	F GCC TCG TGT CAC TCC CTT CTA TG
		R GCT GAA TCT CCG TCT TGC TTG C
Peroxiredoxin 1	PRDX1	F CTC CAA GCA ATA ATA AGC CCA AAG
		R TCA CTC TAC AGA CAA CAG AAC AC
Peroxiredoxin 6	PRDX6	F AGA GAC AAG GAC GGA ATG C
		R TGT GGC GAC CTT CTT CTG
Uncoupling protein 1	UCP1	F GCA CAC TAC CCA ACA TCA CAA G
		R CGC CGA ACG CAG AAA CAA AG
ß-Actin		F TCC TGC GGA ATC CAT GAG A
		R GAC GTC GCA CTT CAT GAT GCT

### Statistical analysis

Microarray results from the six experimental groups (FO-C, 66VO-C, FO-INF_E_, 66VO-INF_E_, FO-INF_E_, 66VO-INF_E_) were analyzed by one-way ANOVA (corrected P-value < 0.05, Benjamini-Hochberg) and principal components analysis by means of GeneSpring software.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JPS, SK and ASB conceived and designed the study. ASB designed and performed the parasite infection and diagnosis. JACG, ASB and JPS sampled the experimental animals. GCD and MTC produced the SSH libraries. JACG and JPS designed the microarray and performed GeneSpring, statistical, gene ontology and pathway analyses. JACG validated microarray data by qPCR. JACG, ASB and JPS wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** Sets of differentially expressed genes composing clusters 1-4. For each gene, fold-change values of experimentally expressed groups referred to FO-C group are represented. Click here for file

Additional file 2 **Table S2.** Ingredients and chemical composition of experimental diets. Click here for file

Additional file 3 **Table S3.** Top biological functions (GO multilevel) represented on the gilthead sea bream oligo-microarray. Click here for file

# Supplementary material for: Dietary vegetable oils do not alter the intestine transcriptome of gilthead sea bream (Sparus aurata), but modulate the transcriptomic response to infection with Enteromyxum leei
**Source:** BMC Genomics. 2012 Sep 11;13:470. doi: 10.1186/1471-2164-13-470
**Supplement:** Additional file 3 — Table S3. Top biological functions (GO multilevel) represented on the gilthead sea bream oligo-microarray.

Gene Ontology: biological process (multilevel)

| GO description                                  | Features |
|-------------------------------------------------|----------|
| Response to stress                              | 562      |
| Organ development                               | 560      |
| Proteolysis                                     | 499      |
| Negative regulation of cellular process         | 492      |
| Positive regulation of cellular process         | 486      |
| Organelle organization                          | 461      |
| Cell differentiation                            | 432      |
| Response to chemical stimulus                   | 426      |
| Post-translational protein modification         | 413      |
| Regulation of transcription, DNA-dependent      | 408      |
| Signal transmission                             | 402      |
| Anatomical structure morphogenesis              | 382      |
| Oxidation reduction                             | 372      |
| Cell cycle                                      | 364      |
| Lipid metabolic process                         | 344      |
| Intracellular signalling pathway                | 342      |
| Phosphorylation                                 | 330      |
| Macromolecular complex assembly                 | 310      |
| Translation                                     | 308      |
| Protein transport                               | 306      |
| Cell proliferation                              | 302      |
| Carboxylic acid metabolic process               | 300      |
| Apoptosis                                       | 299      |
| Immune system process                           | 297      |
| Intracellular transport                         | 292      |
| Cellular macromolecule catabolic process        | 288      |
| Small molecule biosynthetic process             | 288      |
| Regulation of molecular function                | 276      |
| Homeostatic process                             | 275      |
| Cell surface receptor linked signalling pathway | 274      |

How the deposited data were processed for this re-analysis (not part of the article)

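Expression was measured in the posterior intestine of 41 gilthead sea bream on 41 one-colour Agilent oligo-arrays, 1 fish per array. The groups were taken from the sample labels, with 8 FO-C, 9 66VO-C and 6 fish in each of FO-INF_E, FO-INF_L, 66VO-INF_E and 66VO-INF_L. The paper gives 9 FO-C fish, and 8 were analysed here. The paper gives 200 ng of total RNA per labelling and the sample labels 250 ng.

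The authors deposited one scanner table per array, with the intensity of each spot as Agilent's Feature Extraction software reports it. The paper names version 9.5.3 of this software, and the tables carry version 10.7.1.1. The processed signal in these tables is an intensity from which the software had subtracted the background, with no scaling between arrays, and with a small positive value in place of signals not distinguishable from background. The authors also deposited a matrix of log2 values for the same 41 arrays, with scale, centring and direction unstated. Compared here, 14980 of 15200 spots (98.6%) of this matrix equalled the log2 processed signal up to a constant per array and a constant per spot, within an SD of 0.001. The array constants lay within 0.034 of the 75th percentiles, and the row constants differed from the row medians by 0.043 at the median. The scale is therefore log2 and the direction that of the signal, while the exact centring of the rows stays unknown. The column medians of the matrix are given with the results.

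From the processed signal, log2 values were computed with no pseudocount, the 75th percentile of the log2 values of each array was subtracted, control spots were left out, and the 2 probes of a sequence were averaged. Sequences were tested if well above background on at least 6 arrays. This kept 6409 of 7500 sequences and left out 1090, and 1 further sequence was left out because a value was missing. On all 41 arrays, 4491 sequences were well above background, and 314 were so on none. The number of arrays and the signal over background limit the precision.

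The paper gives one-way analysis of variance with Benjamini-Hochberg correction for its counts, and Tukey's test between pairs of groups was added here as an alternative. Its pairs were counted at a Tukey p under 0.05 among sequences past the adjusted analysis of variance. That p was not adjusted over sequences. Groups were compared in R 4.3.3 with limma 3.58.1, with 1 model of the 6 groups for all arrays, moderated F test and contrasts, and Benjamini-Hochberg adjustment at 0.05 within each contrast. Principal components and k-means (4 centres, 100 starts) were computed from group means of the log2 values. The infection score was compared by two-sided permutation tests, exact for groups of 6 to 9 fish and with 100000 resamples otherwise. A sequence not well above background on any array of a group was given only a bound. Tables and figures were prepared with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The limma step, without slide as a block, was tested on simulated data, with 200 changed sequences in each of 20 runs for each of 3 comparisons. It recovered 82.8% of sequences changed by 2 on the log2 scale in 66VO-INF_E against FO-C, with 5.09% of the calls on unchanged sequences, and 77.4% in 66VO-INF_E against FO-INF_E, with 5.46% on unchanged sequences.

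The alternatives comprised normexp background correction (offset 50, on the median spot and background signals), quantile normalization, the deposited matrix, other filters and a floor for dim sequences, the brighter probe of each sequence, the methods' one-way analysis of variance, with Tukey's test added here, limma with trend and robust variances, slide, scan day or replicate number as a block, array weights, fits of only the groups compared, a 2-fold minimum, an adjusted p under 0.01, other settings of the principal components, clusters and score, and the omission of each fish in turn.

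The sequences named in the text were to be every gene that the paper names, every sequence past the threshold between the control groups if 10 or fewer, the 10 largest rises and 10 largest falls in 66VO-INF_E against FO-C among sequences past the threshold and outside the range of FO-C in all 6 fish, and the 5 largest differences in 66VO-INF_E against 66VO-INF_L and in the early interaction. Of the 7500 identifiers, none matched the reference gene table, and the scanner tables do not pair identifiers with gene names. Therefore no gene was named, the text gives only the 2 largest fitted rises and the 2 largest fitted falls, and the tests of sets of sequences by annotation were not run. Quantitative PCR, gene ontology and pathway results were not analysed here.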

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

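The detection index was chosen before its values were seen, and both tests below, of a dim array and of a control fish under an infected label, were chosen after. The count of sequences merely above every control fish was tried first for the test of the label, and the requirement of a 4-fold excess was chosen after it.

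The detection index of a fish is the mean log2 level of the 79 sequences that were well above background on none of the 17 control arrays and on at least 12 of the 24 infected arrays. FO-INF_L replicate 5 had an index of -8.02 while the group mean was -3.86 ± 2.07 (SD, n = 6), and 66VO-INF_L replicate 1 had an index of -6.62 while the group mean was -3.74 ± 1.44 (SD, n = 6). In each case the gap to the nearest fish of the group exceeded 0.8 of the group's range (0.812 and 0.825), above Dixon's critical value of 0.625 for 6 fish. Of the 12 groups of values examined for the index and the infection score, 2 held such a fish, and chance gives about 1 in 20.

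A dim array is argued against for both fish. On the array of FO-INF_L replicate 5, 5940 sequences were well above background, within the 5756 to 6153 of the other fish of its group, and on that of 66VO-INF_L replicate 1 there were 5889, within 5637 to 5947. The scanner software's quality check marked both arrays for evaluation. In FO-INF_L it marked no other array, and in 66VO-INF_L it also marked replicates 3, 5 and 6. A technical fault other than a dim array thus stays open. A control fish under an infected label is also argued against. Of the 49 sequences with the largest rise in the other infected fish, 14 were at least 4-fold above every control fish in FO-INF_L replicate 5 and 41 in 66VO-INF_L replicate 1, whereas control fish held out in turn reached at most 1. Without the 4-fold requirement the counts were 35 and 49, against at most 20 in held-out control fish. A lower amount of parasite in the sampled piece of intestine may remain as an explanation, as may a mixture with RNA from another fish. The intensity of infection of single fish was not analysed here, so these explanations stay open.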

How the results depend on the processing

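The alternatives below were set before the data were examined, apart from the fits of single scan days, the permutation of diets within slides, the exchanges of fish within slides and the detection index as a covariate, which were chosen after seeing the data. Over the alternatives set beforehand, leaving aside the omission of single fish, 308 values for the counts, scores, components, clusters and correlations stayed within 1.5 times the value, within its spread or on the same side of the threshold, 81 moved, 6 passed an unadjusted p of 0.05 that they had not passed, 3 no longer passed it and 1 reversed. All 52 values of the 4 named sequences kept their direction and their side of the threshold. Of the values chosen later, 27 held and 24 moved. The causes of the movements were not tested, except where given.

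Normexp background correction gave 1538 sequences among the 6 groups, 412, 621, 1720 and 1261 in FO-INF_E, FO-INF_L, 66VO-INF_E and 66VO-INF_L against FO-C, 1170 in 66VO-INF_L against 66VO-C, 2164 in all infected against all control fish, 0 in 66VO-INF_E against FO-INF_E (754 at an unadjusted p under 0.05 in limma) and 145 sequences in the most strongly falling cluster. It also split FO-INF_L against FO-C into 386 higher and 235 lower, from 527 and 510. The r of the detection index with the infection score, within the larger cluster of infected fish, was -0.141 over 19 fish (permutation p = 0.571). Under normexp it was 0.571 (permutation p = 0.0047). The clusters were formed anew under normexp, so the larger one may hold other fish than the 19. Quantile normalization gave 4 sequences in 66VO-C against FO-C, and split FO-INF_E against FO-C into 474 higher and 359 lower, from 402 and 466.

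Without a filter on dim sequences, the diet difference of the score among infected fish fell to 0.25 (permutation p = 0.0555), that of early infected fish to 0.367 (exact permutation p = 0.0866), and the most strongly falling cluster held 294 sequences. With sequences well above background on all 41 arrays only, 82 sequences differed in 66VO-INF_E against FO-INF_E, and the most strongly rising and falling clusters held 140 and 185. Here 4490 sequences were tested in place of 6409. Signals raised to a floor gave 17 sequences in 66VO-INF_E against FO-INF_E and 213 in the most strongly falling cluster. With 5 centres that cluster held 215.

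Slide as a fixed block gave 1 sequence in 66VO-C against FO-C, 1819, 2064 and 2904 in FO-INF_E, FO-INF_L and 66VO-INF_L against FO-C, 556 in 66VO-INF_E against FO-INF_E, 1 in 66VO-INF_L against FO-INF_L, 22 in 66VO-INF_E against 66VO-INF_L and 22 in the early interaction. As a random block (correlation 0.317), slide gave 1, 1644, 1856, 509, 2, 39 and 23, in this order without 66VO-INF_L against FO-C. Scan day as a block gave 1 in 66VO-C against FO-C, 1755, 2003 and 2882 in FO-INF_E, FO-INF_L and 66VO-INF_L against FO-C, 592 in 66VO-INF_E against FO-INF_E, 2 in 66VO-INF_L against FO-INF_L, 27 in 66VO-INF_E against 66VO-INF_L, 2662 in 66VO-INF_L against 66VO-C and 34 in the early interaction. Array weights gave 17 in 66VO-C against FO-C, 1694, 1641 and 2999 in FO-INF_E, FO-INF_L and 66VO-INF_L against FO-C, 0 in 66VO-INF_E against FO-INF_E (888 at an unadjusted p under 0.05 in limma), 14 in 66VO-INF_L against FO-INF_L, 31 in 66VO-INF_E against 66VO-INF_L and 2817 in 66VO-INF_L against 66VO-C.

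The replicate numbers in the labels were not taken to pair the fish, since not every pair of same-numbered fish deviated together. Still, replicates 1 to 6 of FO-C and of the infected groups lie on slides 1 to 6 in this order, as do replicates 1 to 4 of 66VO-C on slides 1 to 4, so that the number in part stands for slide and scan day. The deviations of same-numbered fish of different groups correlated with r from -0.26 to 0.63 (median 0.195), and 61 of 90 pairs exceeded 0.1. The median was 0.395 for numbers 1 and 2, whose slides were scanned on day 1, and 0.125 for numbers 3 to 6. With replicate number as a block, the counts were 1 in 66VO-C against FO-C, 1487 and 1666 in FO-INF_E and FO-INF_L against FO-C, 289 in 66VO-INF_E against FO-INF_E, 1 in 66VO-INF_L against FO-INF_L and 15 in 66VO-INF_E against 66VO-INF_L.

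The methods' one-way analysis of variance, with Tukey's test added here, gave 24 sequences in 66VO-C against FO-C, 297 in 66VO-INF_E against FO-INF_E, 17 in 66VO-INF_L against FO-INF_L, 67 in 66VO-INF_E against 66VO-INF_L and 7 in FO-INF_E against FO-INF_L. These counts use a Tukey p not adjusted over sequences, so they are not like the adjusted counts of limma. Trend and robust variances gave 41 in 66VO-INF_E against FO-INF_E. Fits of only the groups compared gave 387 in FO-INF_E against FO-C and 0 in 66VO-INF_E against FO-INF_E (545 at an unadjusted p under 0.05 in limma). Stricter thresholds lower a count by construction. A 2-fold minimum gave 512, 606, 1627 and 1117 in FO-INF_E, FO-INF_L, 66VO-INF_E and 66VO-INF_L against FO-C, 1601 and 1018 in 66VO-INF_E and 66VO-INF_L against 66VO-C, 16 in 66VO-INF_E against FO-INF_E and 1099 in all infected against all control fish. An adjusted p under 0.01 gave 358, 495 and 1160 in FO-INF_E, FO-INF_L and 66VO-INF_L against FO-C, 1039 in 66VO-INF_L against 66VO-C and 0 in 66VO-INF_E against FO-INF_E, where limma gave 1153 at an unadjusted p under 0.05.

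Component 1 took 39% and component 2 15% over single arrays, 75.1% and 15.6% on the linear scale, and component 1 took 91.8% over the sequences past the F test. The score of 66VO-INF_E against 66VO-INF_L passed an unadjusted p of 0.05 by exact permutation tests with the brighter probe (0.26), after quantile normalization (0.236), with the filter on all 41 arrays (0.218), with the score over sequences above background on all 41 arrays (0.219) and with the sequence list from 66VO infected fish alone (0.30). Across all alternatives of this score, the exact permutation p ranged from 0.0238 to 0.208, fish omissions aside. The list from FO infected fish alone gave 0.562 in 66VO-INF_E against FO-INF_E (exact permutation p = 0.0584) and 0.177 in 66VO-C against FO-C (exact permutation p = 0.00387). The latter list was chosen against the same FO-C arrays, which by construction places FO-C lower.

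The arrays of single scan days give fewer fish. On day 3 each infected group had 1 fish, assumed to vary like the control fish. Day 1 gave 0 sequences among the 6 groups, 0 in FO-INF_E, 0 in FO-INF_L and 0 in 66VO-INF_L against FO-C, 0 in 66VO-INF_L against 66VO-C and 0 in 66VO-INF_E against FO-INF_E, where limma gave 1582, 759, 1425, 1505, 1320 and 1588 at an unadjusted p under 0.05. It gave 934 and 695 in 66VO-INF_E against FO-C and 66VO-C, and 1507 in all infected against all control fish. Day 2 gave 366 and 393 in FO-INF_E and FO-INF_L against FO-C, 1 in 66VO-INF_E against FO-INF_E, 4 in 66VO-INF_E against 66VO-INF_L and 1 in the early interaction. Day 3 gave 135 among the 6 groups, 288, 95, 186 and 218 in FO-INF_E, FO-INF_L, 66VO-INF_E and 66VO-INF_L against FO-C, 166 and 153 in 66VO-INF_E and 66VO-INF_L against 66VO-C, 0 in 66VO-INF_E against FO-INF_E (608 at an unadjusted p under 0.05 in limma) and 998 in all infected against all control fish. With the detection index as a covariate, 66VO-INF_E against FO-INF_E gave 1 sequence.

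With each fish left out in turn, the counts ranged from 2202 to 2442 among the 6 groups, 0 to 1 in 66VO-C against FO-C, 431 to 1267 in FO-INF_E, 609 to 1206 in FO-INF_L, 2338 to 2654 in 66VO-INF_E and 1547 to 2073 in 66VO-INF_L against FO-C, 2276 to 2568 and 1395 to 1934 in 66VO-INF_E and 66VO-INF_L against 66VO-C, 0 to 559 in 66VO-INF_E against FO-INF_E, 0 to 3 in 66VO-INF_E against 66VO-INF_L, 0 to 80 in the early interaction and 3184 to 3526 in all infected against all control fish. They stayed at 0 in limma for 66VO-INF_L against FO-INF_L, FO-INF_E against FO-INF_L and the late interaction (218, 109 and 140 at an unadjusted p under 0.05 with all fish). Single fish moved these counts by over 1.5 times. FO-INF_E against FO-C fell to 467 without FO-INF_E replicate 5 and 431 without FO-INF_E replicate 6, and FO-INF_L against FO-C to 609 without FO-INF_L replicate 3. The count for 66VO-C against FO-C was 1 without 66VO-C replicate 1. For 66VO-INF_E against FO-INF_E it was 0 without 66VO-INF_E replicate 3 or FO-INF_E replicates 1, 2 or 4 (1010, 993, 764 and 826 at an unadjusted p under 0.05 in limma), 7 without 66VO-C replicate 3, 10 without 66VO-INF_L replicate 4 or FO-INF_E replicate 3, 11 without 66VO-INF_E replicate 4, 16 without FO-C replicate 5, 17 without 66VO-C replicates 1, 2, 4 or 6 or 66VO-INF_L replicate 3, 40 without 66VO-INF_E replicate 5, 44 without 66VO-INF_L replicate 1, 45 without FO-INF_L replicate 3, 73 without 66VO-INF_E replicate 6, 140 without 66VO-INF_E replicate 1, 161 without FO-INF_E replicate 5 and 559 without FO-INF_E replicate 6. For 66VO-INF_E against 66VO-INF_L it was 1 without 66VO-INF_E replicate 1 and 3 without 66VO-INF_L replicate 2 or 66VO-INF_L replicate 6. The early interaction gave 1 without FO-INF_E replicate 4 and 80 without FO-INF_E replicate 6.

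The diet difference of the score among infected fish ranged from 0.293 to 0.419 with each fish left out, 66VO-INF_E against 66VO-INF_L from 0.149 to 0.291, FO-INF_E against FO-INF_L from -0.179 to 0.0884, 66VO-INF_E against FO-INF_E from 0.359 to 0.632, 66VO-INF_L against FO-INF_L from 0.0944 to 0.317 and 66VO-C against FO-C from 0.04 to 0.104. By exact permutation tests, 66VO-INF_E against 66VO-INF_L had p = 0.026 without 66VO-INF_L replicate 2, and 66VO-INF_E against FO-INF_E had p = 0.0584 without 66VO-INF_E replicate 2 and 0.0519 without 66VO-INF_E replicate 3. The early and late changes in 66VO kept an r from 0.954 to 0.975 and a slope from 0.763 to 0.862.

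Signal over background limits the changes of sequences not detected in control fish to bounds. Tests of sets by annotation were not run, since the identifiers carry no gene names here, and normexp used the median spot signal, since the tables used here hold no mean signal.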

Differences from the paper's values

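The paper's most strongly rising cluster held 88 genes and the one obtained here 49 sequences. Of the 10 alternatives set before the data were examined, the gap closed to within 1.5 times without a filter on dim sequences (69) and with 3 centres (70), and it stayed under the other 8. The paper's strongly falling cluster held 247 genes. The only falling cluster obtained here with 4 centres held 1344. Among the alternatives set before the data were examined, clusters within 1.5 times of the paper's appeared without a filter on dim sequences (294), with sequences well above background on all 41 arrays (185), with signals raised to a floor (213) and with 5 centres (215), and not under the other 6. With 6, 7 and 8 centres, chosen after seeing the values, the most strongly falling cluster held 211, 86 and 85.

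The number of sequences differing between 66VO-C and FO-C was about 1 in Fig. 1, read by eye, and 0 here in limma (186 at an unadjusted p under 0.05, and 24 by the methods' one-way analysis of variance, with Tukey's test added here). Here and below, the p of Tukey's test was not adjusted over sequences. Of the 17 alternatives set before the data were examined, slide as a fixed or random block, scan day as a block and replicate number as a block gave 1, as did leaving out 66VO-C replicate 1, and the other 13 gave 0 or from 4 to 24.

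For FO-INF_E against FO-C, the paper's value was about 360 in Fig. 1, read by eye, and 868 were found here. Within 1.5 times of it lay normexp (412), fits of only the groups compared (387), a 2-fold minimum (512) and an adjusted p under 0.01 (358), and the other 13 alternatives set before the data were examined did not. Leaving out FO-INF_E replicate 5 (467) or 6 (431) also came within this distance, as did the arrays of scan day 2 (366), chosen after seeing the values. The arrays of scan day 3, with 1 fish per infected group, did so too. For FO-INF_L against FO-C, the paper's value was about 460 in Fig. 1, read by eye, and 1037 were found here. Normexp (621), a 2-fold minimum (606), an adjusted p under 0.01 (495) and leaving out FO-INF_L replicate 3 (609) came within 1.5 times, the other 14 alternatives set before the data were examined did not, and the arrays of scan day 2 (393), chosen after seeing the values, did.

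For 66VO-INF_E against FO-C, the paper's value was about 1400 in Fig. 1, read by eye, and 2602 were found here. Normexp (1720), sequences above background on all 41 arrays (1967), the methods' one-way analysis of variance, with Tukey's test added here (1907), a 2-fold minimum (1627) and an adjusted p under 0.01 (1854) came within 1.5 times, the other 12 alternatives set before the data were examined did not, and the arrays of scan day 1 (934), chosen after seeing the values, did. For 66VO-INF_L against FO-C, it was about 910 in Fig. 1, read by eye, and 1895 here. Normexp (1261), a 2-fold minimum (1117) and an adjusted p under 0.01 (1160) came within 1.5 times, and the other 14 alternatives set before the data were examined did not. For 66VO-INF_E against 66VO-C, the paper's value was about 1300 in Fig. 1, read by eye, and 2533 were found here. Normexp (1724), sequences above background on all 41 arrays (1906), the methods' one-way analysis of variance, with Tukey's test added here (1819), a 2-fold minimum (1601) and an adjusted p under 0.01 (1757) came within 1.5 times, and the other 12 alternatives set before the data were examined did not. For 66VO-INF_L against 66VO-C, it was about 790 in Fig. 1, read by eye, and 1774 here. Normexp (1170), a 2-fold minimum (1018) and an adjusted p under 0.01 (1039) came within 1.5 times, and the other 14 alternatives set before the data were examined did not.

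For 66VO-INF_E against FO-INF_E, the paper's value was about 130 in Fig. 1, read by eye, and 26 were found here. None of the 17 alternatives set before the data were examined came within 1.5 times, while leaving out 66VO-INF_E replicate 1 (140) or FO-INF_E replicate 5 (161) did. For 66VO-INF_E against 66VO-INF_L, it was about 36 in Fig. 1, read by eye, and 0 here in limma (359 at an unadjusted p under 0.05, and 67 by the methods' one-way analysis of variance, with Tukey's test added here). Slide as a random block (39), scan day as a block (27) and array weights (31) came within 1.5 times, and the other 14 alternatives set before the data were examined did not. For 66VO-INF_L against FO-INF_L, it was about 5 in Fig. 1, read by eye, and 0 here in limma (218 at an unadjusted p under 0.05). For FO-INF_E against FO-INF_L, it was about 2 in Fig. 1, read by eye, and 0 here in limma (109 at an unadjusted p under 0.05). None of the 17 alternatives set before the data were examined came within 1.5 times of either, and the methods' one-way analysis of variance, with Tukey's test added here, gave 17 and 7.

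The counts depend on single fish, and with the spread obtained from leaving out each fish as a limit, the counts of FO-INF_E and FO-INF_L against FO-C and of 66VO-INF_E against FO-INF_E would not be listed as differing. This limit was used first and then dropped, after its result was seen.

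The paper places strongly and moderately falling genes in separate clusters, whereas 4 centres here gave 3 rising clusters and 1 falling one in the setting used throughout. Under normexp, without a filter on dim sequences, with sequences well above background on all 41 arrays and with signals raised to a floor, 4 centres gave a separate strongly falling cluster, as in the paper. The paper describes its most strongly rising cluster by a very large fold-change in early and late infected fish. Here 32 of the 49 sequences of that cluster were not well above background on any FO-C array, so that fitted means are not set against the paper's means. With undetected FO-C levels at their bound, the medians were at least 67.1-fold, 120-fold, 201-fold and 158-fold.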

Other observations

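The test of transcripts seen only in infected fish by their covariation, the regrouping of the control fish by diet, and the relation of the detection index to the infection score were chosen before the results were seen. The limitation of that relation to the larger cluster of fish, and to scan day 2 within it, was chosen after. The other tests in this part were also chosen after, namely the other regroupings, the exchanges within slides, the shift per fish, the scan day on component 2, the position on the slide, the detection index as a covariate, the label of FO-INF_E replicate 2 and the group of covarying sequences.

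Fish were regrouped at random to see whether chance could give counts as large, each time over 100 groupings with the real one included. For the count among the 6 groups, for all infected against all control fish and for each infected group against FO-C and 66VO-C, 1 of 100 groupings (the real one) reached the count, so that chance can be excluded at this number of groupings. For 66VO-INF_E against FO-INF_E, 11 of 100 reached the 26 sequences, and chance cannot be excluded. The counts for 66VO-C against FO-C, 66VO-INF_L against FO-INF_L, 66VO-INF_E against 66VO-INF_L, FO-INF_E against FO-INF_L and both interactions were 0 in limma (186, 218, 359, 109, 585 and 140 at an unadjusted p under 0.05), which 100 of 100 groupings reach. With slide as a block, fish of the same slide were exchanged in 32 ways. A count as large as the real one was reached by 3 of 32 for 66VO-INF_E against FO-INF_E, 2 of 32 for 66VO-INF_E against 66VO-INF_L and 3 of 32 for the early interaction, so chance cannot be excluded for these blocked counts either.

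Component 2 of the 41 arrays separated scan day 1 from the other days, and scan day explained 97% of it. The pattern is consistent with a difference between scan days rather than between groups, and 4120 sequences differed between the days. Since every slide held all 6 groups, scan day is not confounded with group. What differed between the days was not tested, and no biological explanation was tested.

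Of the 79 sequences seen only in infected fish, 72 had identifiers that begin with gsgi, 91.1% against 6.12% of the array (Fisher's exact test over sequences, p = 3.5e-81, as a description). The meaning of this beginning is not stated in the files. When each control fish was held out of the selection in turn, it had at most 8 of the sequences so selected above background (median 3). A candidate explanation is that these are transcripts of the parasite and not of the fish, which would rise and fall together with the amount of parasite in the sample. Their mean pairwise correlation within the infected groups was 0.834, while 1000 random lists of sequences of similar level had a median of 0.0693 and a maximum of 0.175. For the 49 sequences of the most strongly rising cluster, 1 shift per fish explained 89.8% of the variance between the 22 infected fish in which all 49 were well above background, against 25% for the 49 sequences with the largest rise among those detected on all 41 arrays, over the same fish. Both values are consistent with transcripts of the parasite. Fish transcripts switched on together in infected tissue could give the same covariation, and the sequences were not matched to a parasite here, so the explanation stays a hypothesis.

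The infected 66VO fish had the higher infection score. All 66VO fish lay on side 2 of their slides, and all FO fish on side 1 except 1 FO-C fish, so that a difference between sides could add to a difference between diets. The place on the side followed infection, with place 2 for early infected fish, 3 for late infected fish, and 1 or 4 for controls. Slide as a block does not remove a difference between places, and no test here separates it from infection or its timing. The control groups differ in side in the same way. With slide as a block, they differed in 1 sequence (limma, 416 at an unadjusted p under 0.05). This count cannot exclude the side, since limma without the block recovered only 8.8% of simulated changes of 0.5 between these groups. In infection score, the control groups differed by 0.0677 and the infected fish by 0.365. The effect of infection was 0.298 larger in 66VO (permutation p = 0.0641), so a contribution of the side stays open. With the detection index as a covariate, the score difference was 0.274 (permutation p = 0.00784). The covariate entered as 1 straight line over all 24 infected fish, which form clusters of 19 and 5. The adjustment therefore cannot decide whether a lower detection index in FO infected fish is the whole cause. With the same covariate, the count of sequences in 66VO-INF_E against FO-INF_E went from 26 to 1. That the index follows parasite transcripts stays a hypothesis, so fewer parasite transcripts in FO infected fish are not excluded. A larger response of fish fed the 66VO diet, and a longer or heavier infection of these fish, stay open.

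The 24 infected fish fell into clusters of 19 and 5 by the detection index, so that no r was computed over all of them. Within the 19, the index and the infection score over the 2390 sequences above background on all arrays had a Pearson r of -0.141 (permutation p = 0.571) and a Spearman rho of -0.177 (permutation p = 0.469). Without the 2 fish farthest from the median index, r was -0.0362 (permutation p = 0.89). For the 9 of these fish of scan day 2, r was 0.33 (permutation p = 0.384). Adjusted over the 7 relations computed, the p of the r within the 19 became 0.666. Under normexp, the r within the larger cluster was 0.571 (permutation p = 0.0047). The clusters were formed anew there, so the larger one may hold other fish than the 19. Whether the background correction or the set of fish changed the r was not separated. In the setting used throughout, the smaller cluster held 5 fish, under the minimum of 6 fish for a correlation, so no r was computed within it. The 19 had scores from 0.583 to 1.36. Of these 5 fish, FO-INF_E replicate 2 (0.177), FO-INF_L replicate 5 (0.316) and FO-INF_E replicate 4 (0.369) lay below this range. The scores of 66VO-INF_L replicate 1 (0.642) and 66VO-INF_E replicate 4 (1.15) lay within it. Each group of 6 held fish of both clusters, so that the r within the groups depends on the fish of the smaller cluster and is not a relation within a cluster. By exact permutation tests it was 0.779 (p = 0.0653) in FO-INF_E, 0.711 (p = 0.164) in FO-INF_L, 0.716 (p = 0.104) in 66VO-INF_L and -0.375 (p = 0.464) in 66VO-INF_E, with a smallest adjusted p of 0.364. Whether score and index rise together across the clusters stays untested.

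FO-INF_E replicate 2 had the lowest infection score of the infected fish, 0.206, as high as the highest score of FO-C, and 12 of the 79 sequences above background. A control fish under an infected label is argued against, since 7 of the 49 sequences with the largest rise in the other infected fish were at least 4-fold above every control fish, while held-out control fish reached at most 1. By the first version of the test, without the 4-fold requirement, 22 sequences lay above every control fish and held-out control fish reached up to 20, so the first version alone would leave the label open. A light infection, and a mixture with RNA from another fish, stay open as untested explanations.

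The falling sequence gsgl04b02d24r1.1.i.sb.1 had a residual SD of 4.75 on the log2 scale, against a median of 0.609 over all sequences. Counting itself, 28 sequences correlated with it above 0.8 within the groups, and the mean level of this set spanned a 387-fold range among control fish. Of these, 15 passed the threshold in 66VO-INF_E against FO-C. The levels of this set did not follow scan day 1 (r = -0.0714). No explanation was tested.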
